# Responding to ACL Injury and its Treatments: Comparative Gene Expression between Articular Cartilage and Synovium

**DOI:** 10.3390/bioengineering10050527

**Published:** 2023-04-26

**Authors:** Jonah I. Donnenfield, Benedikt L. Proffen, Braden C. Fleming, Martha M. Murray

**Keywords:** ACL, cartilage, synovium, PTOA, osteoarthritis, knee, reconstruction, RNA-seq

## Abstract

The relationship between cartilage and synovium is a rapidly growing area of osteoarthritis research. However, to the best of our knowledge, the relationships in gene expression between these two tissues have not been explored in mid-stage disease development. The current study compared the transcriptomes of these two tissues in a large animal model one year following posttraumatic osteoarthritis induction and multiple surgical treatment modalities. Thirty-six Yucatan minipigs underwent transection of the anterior cruciate ligament. Subjects were randomized to no further intervention, ligament reconstruction, or ligament repair augmented with an extracellular matrix (ECM) scaffold, followed by RNA sequencing of the articular cartilage and synovium at 52 weeks after harvest. Twelve intact contralateral knees served as controls. Across all treatment modalities, the primary difference in the transcriptomes was that the articular cartilage had greater upregulation of genes related to immune activation compared to the synovium—once baseline differences between cartilage and synovium were adjusted for. Oppositely, synovium featured greater upregulation of genes related to Wnt signaling compared to articular cartilage. After adjusting for expression differences between cartilage and synovium seen following ligament reconstruction, ligament repair with an ECM scaffold upregulated pathways related to ion homeostasis, tissue remodeling, and collagen catabolism in cartilage relative to synovium. These findings implicate inflammatory pathways within cartilage in the mid-stage development of posttraumatic osteoarthritis, independent of surgical treatment. Moreover, use of an ECM scaffold may exert a chondroprotective effect over gold-standard reconstruction through preferentially activating ion homeostatic and tissue remodeling pathways within cartilage.

## 1. Introduction

Osteoarthritis is one of the greatest contributors to physical disability in adults, and the growing burden of this disease continues to dwarf epidemiologic projections [1,2]. Unfortunately, there remains no disease-modifying treatment for osteoarthritis or its post-injury form—posttraumatic osteoarthritis (PTOA). PTOA has been shown to be strongly associated with injury to the anterior cruciate ligament (ACL), a condition that is also increasing in incidence [3]. These factors have motivated inquiries into the basic biology of PTOA, of which animal models have been particularly illuminating [4]. However, despite a plethora of multi-tissue and multi-omics animal studies, characterizing the pathogenesis of PTOA beyond 12 weeks after an initiating event remains underexplored [5,6,7,8,9,10].

We sought to fill this gap in the literature by comparing porcine transcriptomes between articular cartilage and synovium in the knee 52 weeks following ACL injury. We also sought to determine how cartilage and synovium differ in their transcriptomic responses to various forms of treating the torn ligament. We hypothesized that ACL injury (regardless of treatment) would induce inflammatory expression responses in both cartilage and synovium and that the response would be greater in synovium. We also posited that repairing the ligament with an extracellular matrix (ECM) scaffold would produce a significant decrease in the expression of these inflammatory pathways in synovium relative to cartilage, when adjusting for expression changes following gold-standard reconstruction, given that macroscopic cartilage damage following reconstruction has been shown to be greater than that following repair with an ECM scaffold [11,12].

## 2. Materials and Methods

### 2.1. Study Design

Thirty-six adolescent Yucatan minipigs (Sinclair BioResources, Columbia, MO, USA) were included in this study. Approval from the Brown University Institutional Animal Care and Use Committee was obtained prior to the study (Protocol number: 1511000175), which was designed following the ARRIVE guidelines [13]. The gait metrics and cartilage integrity for these animals have been previously reported [11]. All 36 Yucatan minipigs were allocated to undergo unilateral ACL transection (n = 36) followed by no further treatment (ACLT, n = 12), reconstruction (RECON, n = 12), or surgical repair with an ECM scaffold (REPAIR, n = 12) of the ligament. Euthanasia was performed at 52 weeks after surgery. To generate control samples, sex-, surgical-group-, and knee-laterality-stratified randomization selected 4 contralateral knees from each surgical group to establish 12 control samples (CON, n = 12) to which surgical joints would be compared. After surgery, investigators were blinded to animal group assignments for all outcome assessments. Justification for the Yucatan minipig model and details on the IACUC-approved surgical procedures, animal husbandry, and pain management can be found in Supplement S1 along with the IACUC approval letter.

### 2.2. Extraction of Articular Cartilage and Synovium

After euthanasia, osteochondral samples were extracted from the medial femoral condyle—with RNA isolation samples coming from the surface posterior to the frontal plane at the center of the medial femoral condyle. In total, Four to eight 5 mm osteochondral biopsies were taken from each animal, and these samples were subsequently rinsed with water and separated from the attached bone. They were then flash-frozen in liquid nitrogen and placed in a −80 °C freezer until homogenization and RNA isolation. To extract synovium samples, the medial meniscus of the surgical leg along with the attached synovium and capsule were excised. A sample of synovium posterior to the frontal plane through the center of the pars intermedia was harvested, immediately homogenized, and then flash-frozen for later RNA isolation as described below.

### 2.3. Articular Cartilage and Synovium RNA-Seq

To process cartilage tissues, the specimens were homogenized in 2 mL tubes (MP Biomedical, Santa Ana, CA, USA) containing 500 μL of frozen TRIzol (Life Technologies, Carlsbad, CA, USA) using a sterile drill bit while tubes were submerged in liquid nitrogen. After one round of drilling, tubes received an additional 500 μL of liquid TRIzol, were flash-frozen in liquid nitrogen, and were again homogenized using the drill bit. Total RNA was extracted using phenol-chloroform and purified using PureLink RNA Mini Kit (Life Technologies). Samples were then checked for purity with NanoDrop (Thermo Scientific, Cambridge, MA, USA) and checked for integrity using a combination of Agilent Tapestation High Sensitivity RNA Screen Tape and Agilent Tapestation RNA Screen Tape. Mean 260/280 absorbance ratios were 1.7 and 1.8 for controls and surgical groups, respectively (Table 1). Mean 260/230 ratios were 1.2 and 1.5, and mean RIN integrity numbers (RINs) were 6.1 and 5.6, respectively (Table 1).

To process synovium tissues, the specimens were immediately placed in 2 mL lysing matrix S tubes (MP Biomedicals) and homogenized in 1 mL TRIzol (Life Technologies) using a Fast Prep-24 Instrument (MP Biomedical). Samples were then flash-frozen in liquid nitrogen, transferred to dry ice, and stored at −80 °C until RNA isolation. Total RNA was extracted using phenol-chloroform and purified using PureLink RNA Mini Kit (Life Technologies). Samples were checked for purity with NanoDrop (Thermo Scientific) and checked for integrity using a combination of Agilent Tapestation High Sensitivity RNA Screen Tape and Agilent Tapestation RNA Screen Tape. Mean 260/280 absorbance ratios were 2.0 and 2.0 for controls and surgical groups, respectively (Table 1). Mean 260/230 ratios were 1.9 and 1.9, and mean RIN integrity numbers (RINs) were 6.2 and 5.5, respectively (Table 1).

All cartilage and synovium RNA isolates were then library-prepped using KAPA mRNA HyperPrep with RiboErase (Roche, Basel, Switzerland) and subsequently pooled and sequenced together on a NovaSeq 6000 S2 Flow Cell with 100 bp paired-end reads (Biopolymers Facility, Harvard Medical School, Boston, MA, USA). Fastq files for cartilage and synovium samples were piped into FastQC version 0.11.9 to create individual sample reports that were then compiled using MultiQC version 1.12 [14,15]. Summary statistics and histograms of mean quality values across each base position of the read were generated (Supplement S2—MultiQC Reports). All cartilage samples were contained within a Phred score range of 31.80 to 39.36. All synovium samples were contained within a Phred score range of 25.05 to 38.84. Using Salmon version 1.8.0, reads were quasi-mapped, and transcript quantification files were generated [16]. Mapping employed the Sscrofa11.1 porcine genome, which was assembled by The Swine Genome Sequencing Consortium (SGSC) and hosted by Ensembl (http://ftp.ensembl.org/pub/current_embl/sus_scrofa/, accessed on 20 February 2023).

For surgical samples, the mean numbers (and %) of uniquely mapped reads were 31.0 million (78.4%) and 28.7 million (77.2%) for cartilage and synovium, respectively (Table 1). For control samples, the mean numbers (and %) of uniquely mapped reads were 29.7 million (78.2%) and 29.0 million (81.7%) for cartilage and synovium, respectively (Table 1).

### 2.4. Statistical Analysis

Demographic, RNA quality, and sequencing characteristics for surgical subjects and contralateral controls were analyzed in R version 4.2.1 with Mann–Whitney tests and Fisher exact tests because visual inspection revealed non-normal distributions [17]. R output for these calculations, along with summary statistics calculations and raw demographic data, can be found in Supplement S3.

### 2.5. Differential Gene Expression Analysis

Differential gene expression analysis was performed in R version 4.2.1 using DESeq2 with RUVSeq adjustment on transcript quantification files produced by Salmon mapping [17,18,19]. *p*-values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) with a value of <0.05 as the cutoff for inclusion. Principal component analysis (PCA) plots of differentially expressed genes were used for high-level visualization of samples, and outliers were removed according to stark separation in first four principal components (Supplement S4—PCA outliers). 

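Of the 96 libraries, 94 are listed in the study's Supplement S3, and the cartilage and synovium libraries of knee ACLT 12 are not. The paper's text does not name the outliers it removed. It refers to Supplement S4 for them, which was not at hand. The ACLT 12 libraries held 14344179 counts in cartilage and 11212102 in synovium, within the range of the other ACLT libraries of each tissue. In a principal component analysis of the 48 cartilage libraries on their 500 most variable transcripts, ACLT 12 had the largest score of all on component 2, at 2.60 SD, and ranked 45, 47 and 13 by distance from 0 on components 1, 3 and 4. Among the 48 synovium libraries, it ranked 13, 15, 7 and 3 on components 1 to 4. Its root mean square distance from the mean of the other ACLT libraries in log2 CPM was 1.31 in cartilage, where ACLT 6 lay farther at 1.33, and 1.75 in synovium, where the next was ACLT 11 at 1.61.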

To reduce the noise of baseline differences between cartilage and synovium transcriptomes, expression analysis focused on calculating the interaction effect between tissue type and treatment type. 

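In the 12 CON knees, 17123 of the 40873 transcripts tested differed between cartilage and synovium at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8003 of them higher in cartilage and 9120 higher in synovium. With edgeR's filterByExpr function, which removes transcripts with few counts, the count was 14338, and with the 2 libraries of knee ACLT 12 in the fit it was 16920. In a principal component analysis of the 500 most variable transcripts over all 96 libraries, the first component carried 68.6% of the variance and separated every cartilage library from every synovium library. The second component carried 1.95%.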

For each comparison between cartilage and synovium, one form of treatment (i.e., ACLT) served as the treatment of focus while another (i.e., CON) served as a baseline to be subtracted (Figure 1). This resulted in log2 fold change (L2FC) values for the interaction effects. 

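Of the 46295 transcripts in the deposited tables, 4166 had no count in any of the 94 libraries and 1256 had a count in 1 library only after rounding. The remaining 40873 transcripts had a non-zero count in at least 2 libraries and were tested. Of these, 2144 transcripts, or 5.25%, had a non-zero count in 2 to 4 of the 94 libraries, and 15523 had one in all 94.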

To ensure tissue comparisons were not driven by a single sample, each gene was only considered differentially expressed if at least two samples provided non-zero expression values.

### 2.6. Functional Pathway Analysis

Overrepresentation analysis used hypergeometric testing on the differentially expressed gene lists and tested for representation of Gene Ontology (GO) terms [20]. These terms included biological processes, molecular functions, and cellular components, and the priority of reporting these terms was assigned in that order (i.e., if biological process and molecular function terms were both present, biological processes were preferentially documented). Clusterprofiler created category netplots of GO terms, and Revigo treemaps grouped GO terms by parent terms for high-level visualization [21,22]. Category netplots were used for comparisons where fewer GO terms were present, and there was an emphasis on showcasing influential genes. Treemaps were used for comparisons where more GO terms were present, and there was an emphasis on high-level visualization. Gene Set Enrichment Analysis (GSEA) was performed to assess Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment [23,24]. An adjusted *p*-value of <0.05 was used for all pathway analysis methods to provide a cutoff for term inclusion.

## 3. Results

Baseline age, weight, and sex did not differ among surgical subjects or their contralateral controls for either tissue type (Table 1).

### 3.1. Differential Gene Expression Analysis by Experimental Group

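RNA from articular cartilage and synovium of Yucatan minipig knees was sequenced 52 weeks after ACL transection that was left untreated (ACLT), followed by ligament reconstruction (RECON) or followed by repair with an extracellular matrix scaffold (REPAIR), and from contralateral knees (CON). The authors quantified the reads with Salmon against transcripts of the Sscrofa11.1 porcine genome and deposited, for each library, the estimated count of each of 46295 transcripts without normalization. The 94 libraries in the study's Supplement S3 came from 12 CON, 11 ACLT, 12 RECON and 12 REPAIR knees, each with a cartilage and a synovium library. Total estimated counts per cartilage library ran from 11491895 to 18365836 in CON (median 14806184), from 11720153 to 21750660 in ACLT (median 15538876), from 9043812 to 20189070 in RECON (median 14938553) and from 12568434 to 21937198 in REPAIR (median 15156892). In synovium the totals ran from 7483049 to 17481507 in CON (median 12555853), from 8211346 to 19992966 in ACLT (median 10848743), from 9249774 to 18680260 in RECON (median 14749422) and from 11927583 to 18404485 in REPAIR (median 14576313). The study's Supplement S3 counts uniquely mapped reads, with a mean of 29713015 over the same libraries, and the tests use the estimated counts. The counts were rounded to whole numbers, scaled by edgeR's TMM method and tested per transcript with edgeR's quasi-likelihood test, with all 8 groups in 1 fit, no covariates and an adjusted p-value under 0.05 (Benjamini-Hochberg) as the threshold. The paper used DESeq2 with RUVSeq adjustment. No table at hand pairs the transcript identifiers with genes, so transcripts were counted and no gene is named. On simulated counts in which no transcript changed between RECON and ACLT, the same test called 342 of 40481 transcripts for this interaction, and 11 of 29143 once edgeR's filterByExpr function with a minimum count of 10 had removed transcripts with few counts.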

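After subtraction of the difference between tissues in CON knees, 1636 transcripts passed the threshold for ACLT (851 higher in cartilage relative to synovium and 785 lower), 2960 for RECON (1373 higher and 1587 lower) and 817 for REPAIR (382 higher and 435 lower). With filterByExpr, which left 30447 transcripts, the counts were 1105, 2418 and 332. With each knee as a replicate block and RIN as a covariate, the alternative that moved these counts by the largest factor, they were 665, 1462 and 177. With DESeq2 and 2 RUVr factors, the alternative that raised them most, they were 3501, 4960 and 2130. With the ACLT 12 libraries added, the counts were 1684, 2837 and 791. RECON had the largest count and REPAIR the smallest in each of these fits. With the replicate block alone, 747 transcripts passed for ACLT, of which 288 were higher and 459 lower, 1746 for RECON, of which 697 were higher and 1049 lower, and 214 for REPAIR, of which 69 were higher. The majority for ACLT thus lay in the other direction with the block.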

Articular cartilage and synovium featured 329, 1210, and 330 differentially expressed genes when compared within ACLT, RECON, and REPAIR subjects, respectively, after adjusting for cartilage vs. synovium differences in CON samples (Table 2). Furthermore, 97 and 64 genes were differentially expressed within RECON and REPAIR samples, respectively, when baseline cartilage vs. synovium differences in ACLT samples were adjusted for (Table 2). 

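When the difference between tissues in ACLT knees was subtracted, 283 transcripts passed the threshold for RECON (137 of them higher in cartilage relative to synovium) and 220 for REPAIR (100 higher and 120 lower). The ACLT 12 libraries raised these counts to 338 and 292. Of the 283 and 220 transcripts, filterByExpr removed 216 and 165. In the test on the transcripts it kept, 15 and 14 passed. With DESeq2 and 2 RUVr factors, the alternative that raised these counts most, 701 and 713 passed. Of these, 676 and 662 had a compared group with at most 3 counts in every library. With each knee as a replicate block, no transcript passed for either comparison, and 893 and 1282 had an unadjusted p-value under 0.05. Both numbers are lower than chance alone would give among 40873 transcripts, so the blocked fit may be too strict. Its lack of calls does not argue against a difference.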

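For the interaction of tissue with REPAIR against RECON, 313 transcripts passed the threshold, 177 of them lower in cartilage relative to synovium. The count was 312 with the ACLT 12 libraries in the fit and 913 with DESeq2 and 2 RUVr factors. Only 9 transcripts passed with filterByExpr, and none with each knee as a replicate block, where 1734 had an unadjusted p-value under 0.05. That number too is lower than chance alone would give among 40873 transcripts, so the blocked fit does not argue against a difference. On simulated counts with no change, the edgeR test called 480 transcripts for this interaction, and 7 with filterByExpr. Random splits of the same knees gave at least 313 transcripts in 20 of 100 splits, the real split included. In the 24 fits that each left out 1 RECON or REPAIR knee, the count ran from 181 without REPAIR 2 to 284 without REPAIR 1, and 4 of the knees each lowered it by more than 1.5 times.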

Ninety-nine genes were differentially expressed within REPAIR samples when baseline cartilage vs. synovium differences in RECON samples were adjusted for (Table 2). 

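Averaged over ACLT, RECON and REPAIR, the interaction with CON as the baseline gave 2791 transcripts past the threshold, of which 1299 were higher in cartilage relative to synovium and 1492 lower. With filterByExpr the count was 2552, and with the ACLT 12 libraries it was 2686. Within each tissue, treated and CON knees differed in 839 transcripts in cartilage (300 higher and 539 lower after surgery) and in 7075 transcripts in synovium (3141 higher and 3934 lower). With filterByExpr the counts were 297 and 5601, and in cartilage the majority then lay in the other direction, with 191 transcripts higher after surgery. In synovium the majority changed sides with 1 group of all treated knees (3892 higher and 3220 lower), and in DESeq2 the directions were nearly balanced (3176 higher and 3074 lower). The ACLT 12 libraries changed the counts to 837 and 7125. Of the 2791 interaction transcripts, 2112 passed the threshold against CON in synovium only, 46 in both tissues and 385 in neither, and the others passed in cartilage only. With both knees of an animal as a replicate block, which leaves 24 knees of 12 animals, 1 transcript passed in cartilage and 1983 in synovium, where 1107 were higher and 876 lower. Among transcripts with a mean of at least 1 CPM in every group, ENSSSCT00000052079.3 had the smallest adjusted p-value of those higher in cartilage relative to synovium. This choice was made after the values were seen. Its level in CPM, scaled by TMM, was 4.29 ± 1.42 (SD, n = 12) in CON cartilage, 4.96 ± 1.21 (SD, n = 35) in treated cartilage, 6.54 ± 2.38 (SD, n = 12) in CON synovium and 2.38 ± 0.955 (SD, n = 35) in treated synovium. The interaction was a log2 fold change of 1.68 (standard error 0.22, adjusted p = 5.22e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with -1.47 in synovium and 0.21 in cartilage. In the opposite direction, ENSSSCT00000022487.4 was at 16.8 ± 4.37 CPM (SD, n = 12) in CON cartilage, 14.6 ± 4.06 (SD, n = 35) in treated cartilage, 7.11 ± 5.32 (SD, n = 12) in CON synovium and 27.1 ± 12.0 (SD, n = 35) in treated synovium. Its interaction was a log2 fold change of -2.12 (standard error 0.26, adjusted p = 6.31e-08 from the same edgeR test). Both standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic of the test.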

When all 3 treatment groups were pooled and cartilage was compared to synovium in the treated knees, there were 1227 differentially expressed genes after adjusting for cartilage vs. synovium differences in CON samples (Table 2).

### 3.2. Functional Pathway Analysis with Control Samples as Baseline

Controlling for baseline differences in CON expression between articular cartilage and synovium, ACLT articular cartilage samples featured greater upregulation of the biological processes defense response, inflammatory response, and chemotaxis (Table 3, Figure 2) compared to the ACLT synovium samples.

After the same baseline CON adjustment, RECON cartilage samples expressed upregulation of biological processes related to angiogenesis (e.g., vascular process in circulatory system) and immune activation (e.g., defense response, immune response) relative to RECON synovium samples (Table 3, Figure 3A). There was also downregulation of the cellular component extracellular matrix in cartilage relative to synovium (Figure 3B).

REPAIR cartilage samples also featured relative upregulation of immune pathways relative to REPAIR synovium samples after adjusting for CON differences. This was represented by molecular functions such as cytokine receptor binding (driven by *CD40LG*, *TNF*, and *IL7*) and immune receptor activity (driven by *CCR5*, *IL2A*, and *C5AR1*) (Table 4, Figure 4).

When all three treatment groups were pooled together (i.e., ACLT, RECON, and REPAIR were combined) and compared between tissues—adjusting for CON differences—biological processes related to immune activation were upregulated in cartilage relative to synovium (Figure 5). These terms included *immune response*, *complement activation*, and *positive regulation of immune system process* (Figure 5). GSEA of KEGG pathways revealed upregulation of *cytokine*–*cytokine receptor interaction*, which was influenced by increased cartilage expression of several chemokines and members of the TNF family (Figure 6). Notably, there was upregulation of the biological process *cell*–*cell signaling by wnt* in synovium relative to cartilage after adjusting for baseline CON differences (Figure 7 and Figure 8).

### 3.3. Functional Pathway Analysis with Experimental Groups as Baseline

Controlling for baseline differences in ACLT expression between articular cartilage and synovium, RECON articular cartilage samples featured greater downregulation of molecular functions related to vitamin B6 (e.g., pyridoxal phosphate binding and vitamin B6 binding) compared to RECON synovium samples. Overrepresentation analysis of differentially expressed genes between REPAIR cartilage samples and REPAIR synovium samples did not reveal enrichment of any GO terms.

Controlling for baseline differences in RECON expression between articular cartilage and synovium, REPAIR cartilage samples featured upregulation of biological processes related to ion homeostasis, tissue remodeling, and collagen catabolism (Figure 9 and Figure 10).

## 4. Discussion

The current study investigated the relationship between cartilage and synovium gene expression during the mid-stage development of PTOA. Differential gene expression analysis after ACL transection showed how transcriptomes between these two tissues largely differed in their expression of genes related to immune activation once baseline control differences were adjusted for—with cartilage having greater upregulation of immune-activation-associated genes than synovium. While this confirmed our prediction that immune/inflammatory pathways would be differentially regulated between cartilage and synovium at 52 weeks, the direction of the effect between the tissues was contrary to our hypothesis (i.e., ACL injury induced a greater immune response in cartilage than it did in synovium). There was also unanticipated differential regulation between tissues of canonical and non-canonical Wnt signaling, for which synovium featured greater upregulation than articular cartilage. Also contrary to our prediction, ligament repair did not produce a significant difference in the expression of immune-related pathways between cartilage and synovium. Instead, after adjusting for tissue expression differences seen in ligament reconstruction, repairing the ligament with an ECM scaffold upregulated pathways related to ion homeostasis, tissue remodeling, and collagen catabolism in cartilage relative to synovium.

The relationships between tissues, such as that between articular cartilage and subchondral bone, have played a fundamental role in understanding the development of osteoarthritis, and the interplay of cartilage and synovium is a rapidly growing area of osteoarthritis research [25]. Studies characterizing both cartilage and synovium in end-stage disease have identified a spectrum of inflammatory subtypes—with more damaged cartilage (as opposed to synovium) being associated with greater activation of immune pathways and extracellular matrix (ECM) remodeling [26,27,28,29]. Other evidence suggests that synovium (as opposed to cartilage) immune activation is the more prominent contributor to joint inflammation [30]. By identifying upregulation of inflammatory and immune pathways in cartilage relative to synovium after controlling for differences between control samples, the current study affirms the inflammatory role of cartilage and its contribution to disease progression even 52 weeks following ACL injury. Moreover, because the current study controlled for baseline differences in cartilage and synovium gene expression, these pathway findings are more reliably attributable to joint disease and not just constitutive differences between cartilage and synovium.

However, immune activation can take several forms, and not all forms of inflammation are equivalent. Diversity of immune function is well characterized in wound healing in tissues such as skin and lung, but far less is known about the diversity of immune mechanisms that regulate healing in load-bearing musculoskeletal tissues after injury [31,32,33]. The current study showed that following every form of surgical intervention, the cartilage responded with greater immune activation than the synovium in mid-term osteoarthritis after adjusting for baseline differences between the tissues. Interestingly, surgical groups featured similar expression patterns across the 36 genes that comprise the immune response GO term (Figure 8), which suggests leaving the ACL transected, reconstructing it, or repairing it with an ECM scaffold induces a similar pattern of immune-related gene expression in the articular cartilage. This is further supported by similarities in immune-related GO terms that resulted from unsupervised overrepresentation analysis; biological processes in both ACLT and RECON samples heavily depended on upregulation of *CD40LG*, *FCER1G*, *C5AR1*, *CCR5*, and *GP91-PHOX* (Table 3), and molecular functions (e.g., immune receptor activity) in RECON and REPAIR similarly depended on upregulation of *FCER1G*, *C5AR1*, *CCR5*, and *IL2RA* (Table 4). The current study advances our understanding of the pathogenesis of PTOA by suggesting that similar inflammatory phenotypes may be present even one year after ACL injury, regardless of surgical treatment.

There is ample evidence that canonical, β-catenin-dependent Wnt signaling in chondrocytes is associated with cartilage damage when constituent genes are under- or over-expressed [34,35,36]. Increased canonical Wnt signaling in synovium is also thought to contribute to cartilage damage through increased production of matrix metalloproteinases (MMPs) in synovium [37]. The current study affirms this thought by showing synovial upregulation of genes related to canonical Wnt signaling (e.g., *SALL1*, *LEF1*, *FZD10*, *DKK3*) in ACL-injured joints relative to controls (Figure 8). However, the role of non-canonical, β-catenin-independent Wnt signaling in both cartilage and synovium in the development of osteoarthritis is much less certain. GWAS of hand osteoarthritis has identified non-canonical expression of *WNT9A* in cartilage as associated with disease development, and experimental attempts to link non-canonical Wnt signaling in cartilage to osteoarthritis are ongoing [38,39]. In synovium, the relationship between non-canonical Wnt signaling and osteoarthritis development has been minimally explored [39]. The current study provides a robust contribution to this gap in the literature by associating upregulation of non-canonical Wnt signaling in synovium with mid-term PTOA. As Figure 8 shows, expression of *WNT9A* (which encodes a non-canonical Wnt ligand) and *LGR4* (which encodes a mediator of non-canonical Wnt-PCP signaling) is downregulated (i.e., shaded blue) in the synovium of uninjured joints and upregulated (i.e., shaded yellow/red) in the synovium of injured joints at one year after injury [40]. There are minimal discrepancies in the expression of Wnt-related genes in the cartilage from control joints relative to cartilage from injured joints. These findings strongly suggest an increase in both canonical and non-canonical Wnt signaling in the synovium is associated with posttraumatic osteoarthritis development 52 weeks following ACL injury, and gene expression in cartilage is relatively non-contributive at this timepoint.

Beyond modeling the joint response to ACL injury, previous animal models of ACL transection followed by ligament reconstruction have featured RNA sequencing of several knee joint tissues (e.g., bone, tendon, cartilage, synovium) [33,41,42]. Sieker et al. 2018 characterized cartilage and synovium transcriptomes in a porcine model at one and four weeks following ACL transection, with and without reconstruction [41,42]. In the setting of no macro- or microscopic differences in cartilage damage or synovitis across treatment groups, gene expression of all surgical subjects pooled together featured upregulation of pathways related to immune response and inflammation in cartilage and synovium at those early timepoints [41,42]. However, pathway comparisons were neither made between treatment modalities nor made between tissue types. Therefore, the current study, to the best of our knowledge, is one of the first to compare tissue transcriptomes between surgical treatments for ACL reconstruction and between cartilage and synovium. Moreover, it may be the only study to date to compare cartilage and synovium transcription profiles at a mid-stage timepoint in PTOA development, as most studies evaluate expression in early- or end-stage disease [28,43,44,45].

When cartilage and synovium samples from REPAIR subjects were compared, and tissue differences following gold-standard reconstruction (i.e., RECON) were subtracted out, the current study effectively isolated the net effect of ligament repair with an ECM scaffold on the transcriptomic relationship between cartilage and synovium. Ligament repair with an ECM scaffold developed by Murray et al. in 2013 has previously been shown to confer chondroprotection in a 52-week PTOA porcine model, and similar results were reproduced for the RECON and REPAIR subjects used in the current study [11,12]. Significant transcriptomic differences in the interaction effect between tissue types and REPAIR vs. RECON in this study suggest that gene expression may play a role in the outcomes produced by these two procedures. 

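Within the tissues, REPAIR and RECON knees differed in 8 transcripts in cartilage (3 higher in REPAIR and 5 lower) and in 109 in synovium (66 higher and 43 lower) at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. With filterByExpr these counts were 26 and 25, in DESeq2 259 and 157, and in DESeq2 with 2 RUVr factors 1049 and 753. The majority in cartilage was higher in REPAIR in both DESeq2 fits, with 150 of the 259 and 557 of the 1049. On simulated counts with no change between these groups, the edgeR test called 364 transcripts in synovium and 0 in cartilage, and 0 in either tissue with filterByExpr. For the interaction it called 480, and 7 with filterByExpr. Across the 24 fits that each left out 1 knee, the real counts ran from 2 to 43 in cartilage and from 19 to 115 in synovium. Of the 313 transcripts of the interaction, 4 differed in cartilage only, 39 in synovium only and 270 in neither tissue. When only the RECON and REPAIR libraries entered the fit, no transcript passed for the interaction, for cartilage or for synovium, while 3625, 3473 and 2815 had an unadjusted p-value under 0.05. From the interaction, the paper proposes a part for gene expression in the outcomes of REPAIR and RECON.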

Upregulation of ion homeostasis pathways in cartilage relative to synovium was unique to REPAIR subjects and was not featured in RECON subjects (Figure 9). Previous studies have found ion homeostasis in chondrocytes to be closely linked to the pericellular environment—in terms of both extracellular matrix composition and oxygen tension [46]. Yuan et al. 2021 identified expression pathways specifically related to dysregulation in calcium ion homeostasis to associate with cartilage degeneration in end-stage disease samples [45]. However, the pooling of cartilage, subchondral bone, and synovium for that analysis left the tissue-specific origin of these expression patterns unresolved [45]. The current study revealed genes (e.g., *MT3*) that encode proteins that regulate divalent cation interactions to be comparatively upregulated in cartilage relative to synovium in REPAIR subjects [47]. This is similar to an early-stage canine study that found perturbation of voltage-gated Ca^2+^ channels with a small molecule inhibitor mitigated cartilage catabolism [48]. These findings suggest that affecting the ionic, possibly calcium-related, milieu within chondrocytes by repairing the ligament (as opposed to reconstructing the ligament) may be central to modulating cartilage degeneration up to one year following joint injury.

MMPs related to collagen breakdown (e.g., *MMP9* and *MMP13*) were also upregulated in the cartilage of REPAIR subjects relative to synovium at 52 weeks following ACL injury. These MMPs (and several others) have been identified in synovial fluid following ACL injury and have been noted to be produced by both chondrocytes and synoviocytes [49,50,51]. However, there is minimal documentation on the comparative production of MMPs between cartilage and synovium following ACL injury. In reconstructed and non-reconstructed joints alike, MMP-13 (encoded by *MMP13*) may be dominantly contributed by synovium in the first few weeks following ACL injury, but—to the best of our knowledge—no study has characterized the tissue-specific secretion of this type II collagen-degrading enzyme in the months following ACL injury [52,53]. When studied in isolation, chondrocytes upregulate *MMP13* expression following stimulation by IL-1β, but that has been documented in highly controlled environments and not within in vivo ACL injury animal models [54]. The current study, therefore, makes several contributions to the understanding of *MMP13* expression in the development of osteoarthritis. Firstly, one year following ACL injury, this MMP continues to be expressed by both cartilage and synovium. Secondly, repairing the ligament preferentially upregulates *MMP13* in cartilage relative to synovium, after adjusting for tissue differences following ligament reconstruction. That is, repairing the ligament may increase the relative expression of *MMP13* between cartilage and synovium, while reconstructing the ligament does not. However, chondrocyte upregulation of MMPs associated with cartilage breakdown seems antithetical to the diminished PTOA benefit that has been documented in this porcine model following REPAIR [11,12]. One explanation for this apparent paradox may be that RECON subjects also featured upregulation of these MMPs in cartilage but at an earlier timepoint; the same PTOA pathways may be activated in both RECON and REPAIR tissues, but this may be happening in a delayed fashion in REPAIR subjects relative to RECON subjects.

The current study has several limitations. Cartilage and synovium from contralateral joints served as controls instead of tissue from surgery-naïve subjects. The motivation for choosing this control paradigm was three-fold: (1) A prior large animal study showed that contralateral joints remain healthy four and a half years after unilateral ACL transection, though minor differences in the cartilage of the contralateral joint have been noted in a previous 12-month porcine model when comparing ligament repair to ligament reconstruction [12,55]. (2) The marginal benefit of using surgery-naïve subjects versus contralateral tissue was disproportionate to the financial and humane costs of acquiring and maintaining 12 additional experimental subjects for 12 months. (3) The study was conducted to minimize the number of animal subjects. 

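For the 12 animals with both a CON and a surgical knee among the libraries, the deviations of the 2 knees from their group means were correlated across transcripts. The mean Pearson correlation was 0.0624 in cartilage, with a range from -0.0519 to 0.142, and 0.0556 in synovium, with a range from -0.00105 to 0.0860. Knees of different animals had mean correlations of -0.00181 and -0.00154. In both tissues the difference gave p = 1e-04 in a one-sided permutation test of the animal labels, the smallest p that the permutations could give. Transcripts are not independent replicates, so the correlations describe each pair of libraries and the permutation of animals gives the test.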

An added benefit of using intact contralateral joints was that it minimized between-subject variance. Another limitation of the current study is that neither control animals nor contralateral knees underwent sham surgery. Therefore, joint bleeding and other healing processes may also have contributed to differential gene expression results seen in the surgical knees. However, joint harvest took place 52 weeks following surgery, so any post-surgical processes should have resolved by this time. The sample size of the current study was a sample of convenience, as the study was initially designed to evaluate gait changes and cartilage integrity in a prior analysis [11]. Cartilage samples were flash-frozen following harvest and subsequently thawed during homogenization and RNA isolation. Synovium samples were flash-frozen after an initial round of homogenization that took place at the time of tissue harvest. Synovium was then thawed for RNA isolation and flash-frozen again. Thus, both cartilage and synovium underwent multiple freeze–thaw cycles, which may have negatively impacted the quality of RNA. To account for this, RNA isolate samples were run on Agilent Tapestation RNA Screen Tape immediately before sequencing (as described in the Methods section), so RIN values are representative of final RNA integrity. As seen in Figure 10, some of the differentially expressed genes with the largest log2 fold changes were influenced by a small number of subjects. Therefore, our bioinformatics analysis required that at least two samples contribute to the featured signal for the gene to be considered, so there are no instances where L2FC is dependent on only one sample. 

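In the REPAIR against RECON interaction, the fitted log2 fold changes of the 313 transcripts ran from -13.96 to 14.39 in edgeR. With DESeq2 and 2 RUVr factors, 913 transcripts passed and their log2 fold changes ran from -66.53 to 67.67. The median number of the 48 compared libraries with a non-zero count was 7 for these transcripts. At least 1 of the compared groups had at most 3 counts in every library for 304 of the 313 transcripts, for 744 of the 913 and, in DESeq2 without factors, for 164 of 181. Fold changes fitted to so few counts are poorly determined.

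**Figure D1:**
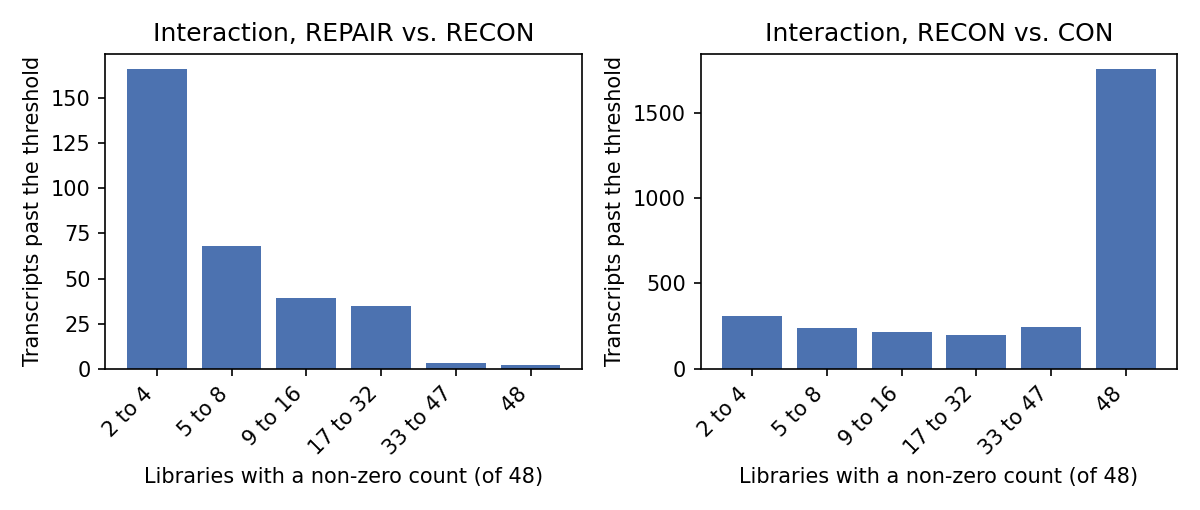
Number of transcripts past the threshold (vertical axis) by the number of the 48 compared libraries with a non-zero count (horizontal axis), for the interaction of REPAIR against RECON (left) and of RECON against CON (right). For REPAIR against RECON, 166 transcripts had a non-zero count in 2 to 4 libraries and 2 in all 48; for RECON against CON, 1756 had one in all 48.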

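For each transcript past the threshold of the edgeR test in the REPAIR against RECON interaction, the share of its CPM held by the highest library was taken over the 48 RECON and REPAIR libraries. The median share was 45.1%, and in 45.4% of the transcripts a single library held the majority of the CPM. The median number of libraries with a non-zero count was 4 of 48. In the DESeq2 test, with 181 transcripts past the threshold, the median share was 24.2%, a single library held the majority in 9.94%, and the median number of libraries with a non-zero count was 11. With RUVr factors in DESeq2, the median share was 31.1% and a single library held the majority in 25.8%. For the interaction of RECON against CON in edgeR, the median share was 5.99%, and a single library held the majority in 263 transcripts. The median share was 8.05% for ACLT against CON and 17.1% for REPAIR against CON. A single library held the majority in 225 and 164 transcripts there. A compared group had at most 3 counts in every library for 964 of the 2960 RECON transcripts, 729 of the 1636 for ACLT and 489 of the 817 for REPAIR.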

Lastly, OARSI cartilage scoring guidelines were designed for goats and sheep but were extended to pigs, as previously done [11,12,42].

The current study makes several novel contributions to understanding the development of PTOA. One year following ACL transection, there was greater upregulation in the gene expression of immune response pathways in the cartilage when compared to the synovium, regardless of whether the ligament was reconstructed, repaired, or left untreated. Oppositely, synovium upregulated expression of genes related to canonical and non-canonical Wnt signaling relative to articular cartilage—also regardless of post-injury treatment modality. Importantly, transcriptomic heterogeneity in these pathways between cartilage and synovium became apparent after adjusting for baseline differences between cartilage and synovium control tissues, suggesting that the transcriptomic differences are due to tissue-specific responses to joint trauma and not simply due to differences in constitutive gene expression. The current study also showed that repairing the ACL with an ECM scaffold after transection is associated with distinct transcription responses in cartilage and synovium that are not present after reconstructing the ACL. These responses, related to ion homeostasis, tissue remodeling, and collagen catabolism, were upregulated in cartilage relative to synovium one year following injury and treatment. The findings depict cartilage as having a more reactionary inflammation/immune response to injury than synovium one year following injury. Moreover, surgical repair with an ECM scaffold may exert its chondroprotective effect through pathways related to ion homeostasis and tissue remodeling within articular cartilage.

## Figures and Tables

**Figure 1:**
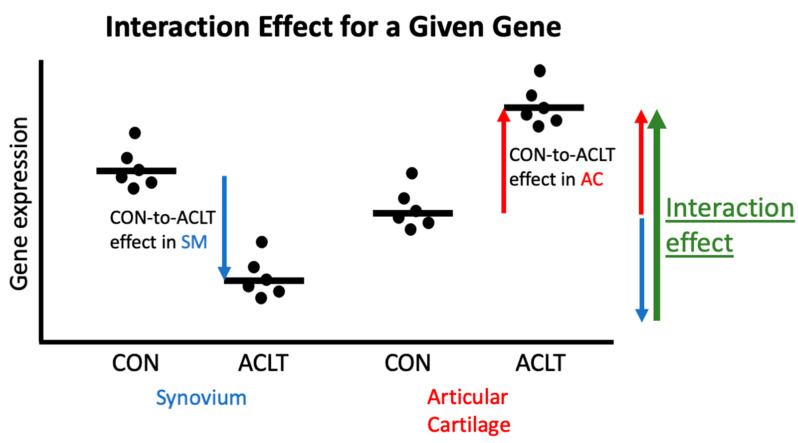
Visualization of the interaction effect calculation for each gene. For each tissue type, expression in control (CON) samples is subtracted from expression in ACLT samples. This creates the treatment effects in synovium (blue arrow) and articular cartilage (red arrow), respectively. The treatment effect in synovium is then subtracted from the treatment effect in cartilage to calculate the interaction effect (green arrow). The magnitude and direction of the interaction effect (provided by a L2FC) represent how the treatment (e.g., ACLT) differs between cartilage and synovium when controlling for a baseline effect (e.g., CON). In the provided example, a positive interaction effect means ACLT induced more upregulation of this gene in articular cartilage than it did in synovium after adjusting for differences in CON expression between the two tissues.

**Figure 2:**
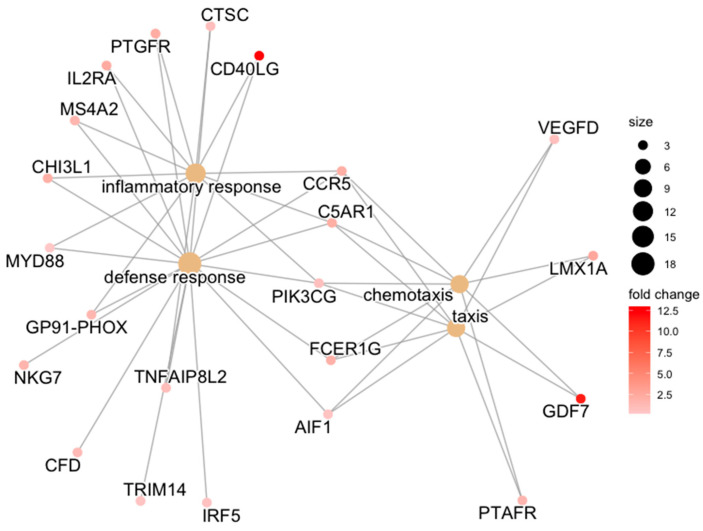
Category netplot of biological process GO terms. Category netplot of biological process GO terms and their constituent upregulated genes, which were overrepresented among the list of 329 differentially expressed genes between cartilage and synovium for the ACLT comparison, adjusting for CON differences between tissues. GO term size is proportional to how many genes contribute to it, and L2FC of gene expression between tissues is color-coded.

**Figure 3:**
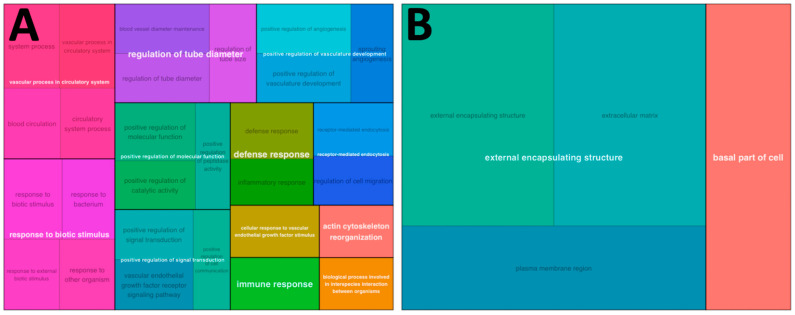
Treemap plots of upregulated and downregulated GO terms. Treemap plots of (**A**) upregulated biological process GO terms and (**B**) downregulated cellular component GO terms between RECON cartilage samples and RECON synovium samples, adjusting for baseline CON differences. GO terms are grouped and colored according to unifying parent terms, and the amount of space a term occupies is proportional to gene set size and hypergeometric testing of overrepresented genes.

**Figure 4:**
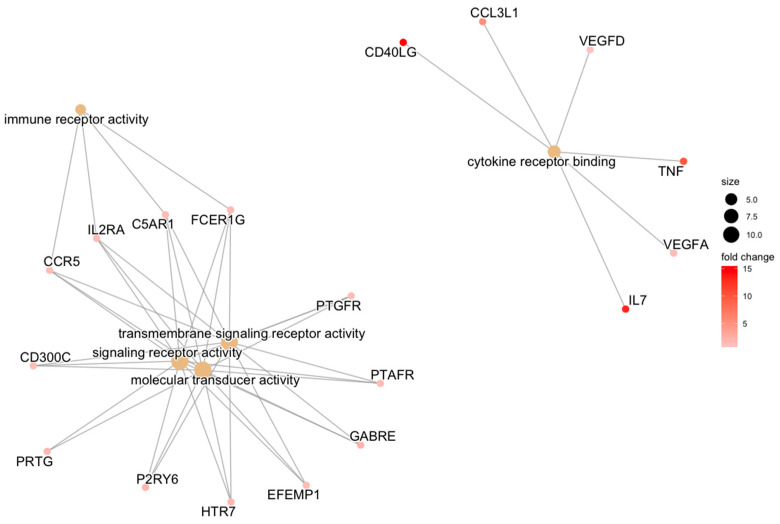
Category netplot of molecular function GO terms. Category netplot of molecular function GO terms and their constituent upregulated genes, which were overrepresented among the list of 330 differentially expressed genes between cartilage and synovium for the REPAIR comparison, adjusting for CON differences between tissues. GO term size is proportional to how many genes contribute to it, and L2FC of gene expression between tissues is color-coded.

**Figure 5:**
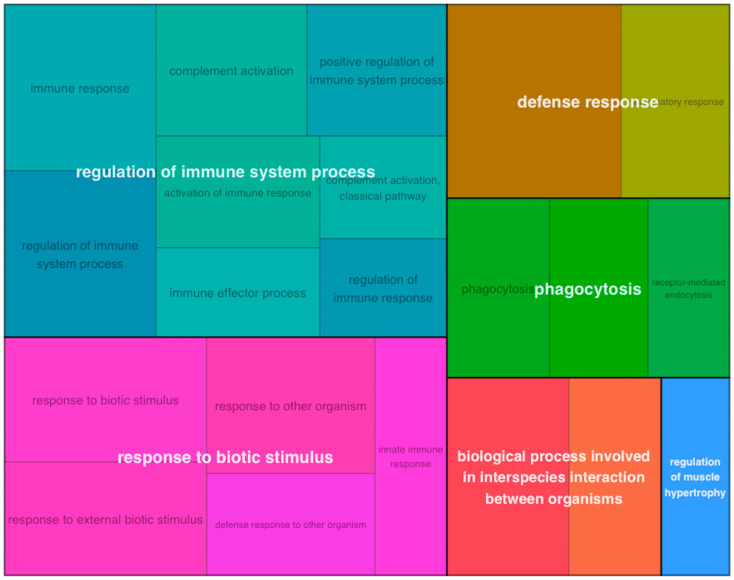
Treemap plot of upregulated biological process GO terms. Treemap plot of upregulated biological process GO terms for comparing pooled cartilage samples to pooled synovium samples, adjusting for baseline CON differences. GO terms are grouped and colored according to unifying parent terms, and the amount of space a term occupies is proportional to gene set size and hypergeometric testing of overrepresented genes.

**Figure 6:**
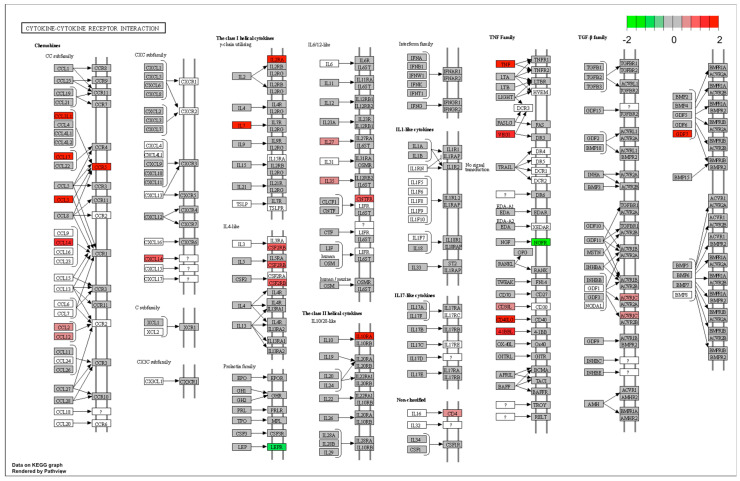
Pathview diagram of the KEGG pathway *cytokine*–*cytokine receptor interaction*. Pathview diagram of the KEGG pathway *cytokine*–*cytokine receptor interaction* following Gene Set Enrichment Analysis of pooled cartilage samples vs. pooled synovium samples, adjusting for baseline CON differences between the two groups. Rectangles represent genes. Positive L2FC (i.e., upregulated in cartilage relative to synovium) is represented by red, and negative L2FC (i.e., downregulated in cartilage relative to synovium) is represented by green. Genes in white did not have L2FC values.

**Figure 7:**
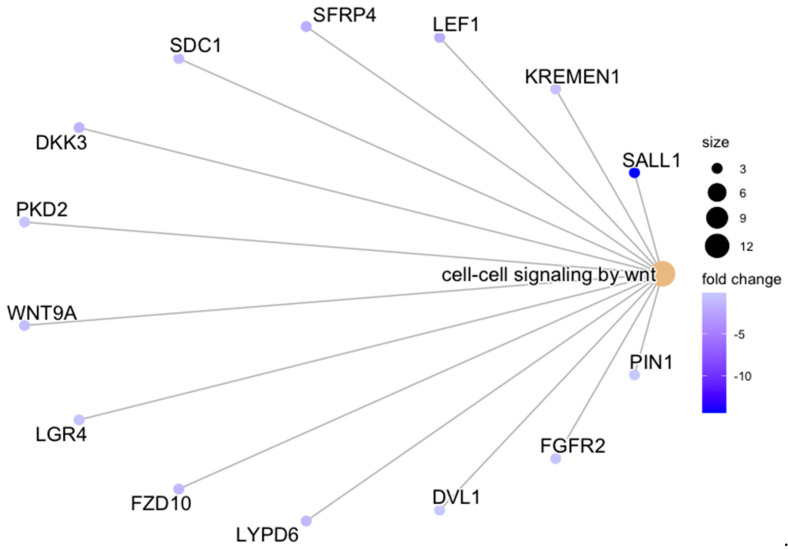
Category netplot of the biological process GO term *cell*–*cell signaling by wnt*. Category netplot of the biological process GO term *cell*–*cell signaling by wnt* and its constituent downregulated genes, which were overrepresented among the list of 1227 differentially expressed genes between cartilage and synovium for the pooled comparison, adjusting for CON differences between tissues. GO term size is proportional to how many genes contribute to it, and L2FC of gene expression is color-coded.

**Figure 8:**
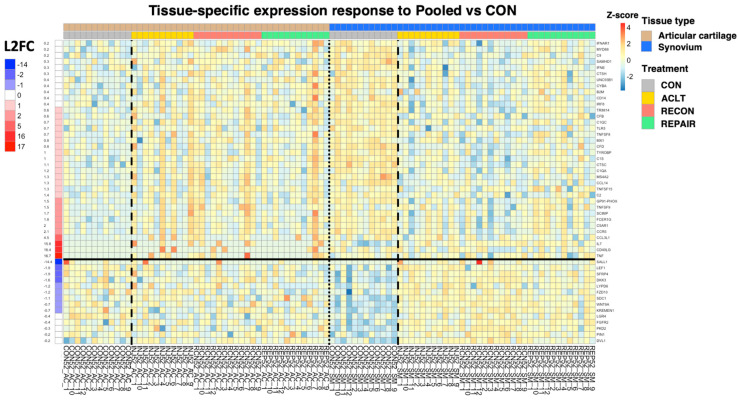
Heatmap of expression for genes comprising biological process GO terms *immune response* and *cell*–*cell signaling by wnt*. Heatmap of expression for genes comprising biological process GO terms *immune response* (rows above solid black line) and *cell*–*cell signaling by wnt* (rows below solid black line) for articular cartilage vs. synovium pooled treatment groups, adjusting for baseline CON differences between tissues. Dashed lines separate CON samples from treatment samples. The dotted line separates cartilage from synovium. Tissue type and treatment groups are indicated by column headers, gene names are labeled to the right of their respective rows, L2FCs are labeled to the left of rows and are color-coded, and sample IDs are labeled below their respective columns. Z-scores were calculated independently for articular cartilage and synovium.

**Figure 9:**
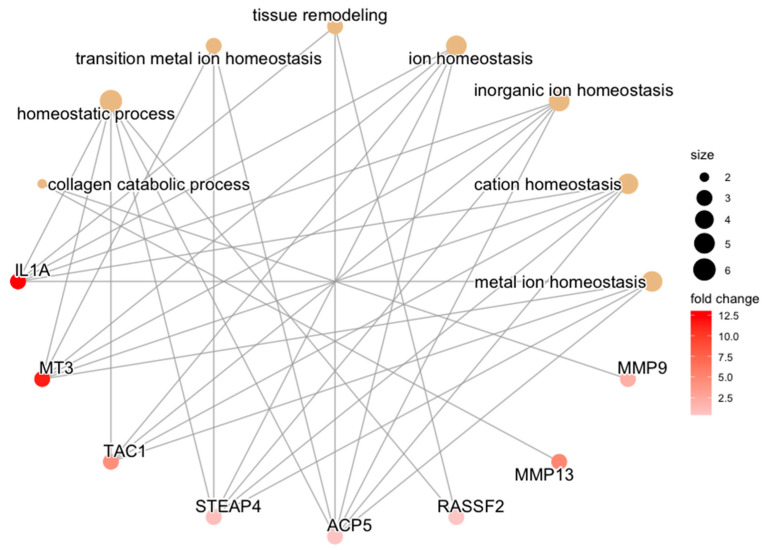
Category netplot of biological process GO terms. Category netplot of biological process GO terms and their constituent upregulated genes, which were overrepresented among the list of 99 differentially expressed genes between cartilage and synovium for the REPAIR comparison, adjusting for RECON differences between tissues. GO term size is proportional to how many genes contribute to it, and L2FC of gene expression is color-coded.

**Figure 10:**
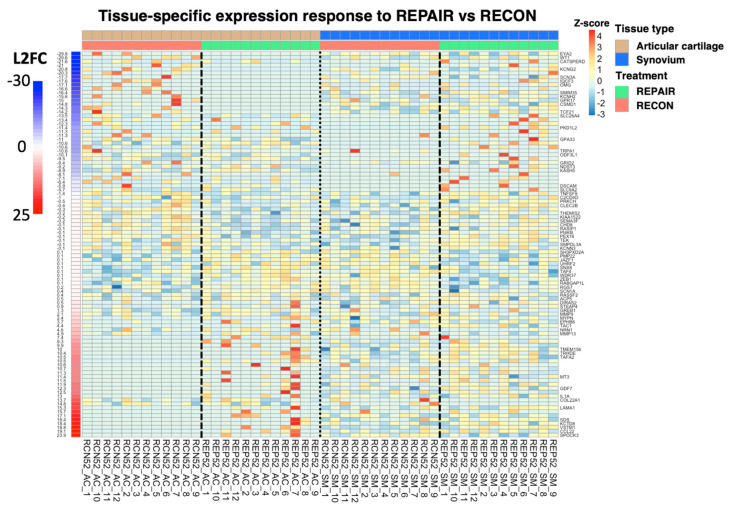
Heatmap of expression for the 99 differentially expressed genes between articular cartilage and synovium. Heatmap of expression for the 99 differentially expressed genes between articular cartilage and synovium following REPAIR, adjusting for baseline differences in RECON between tissues. Dashed lines separate RECON samples from REPAIR samples. The dotted line separates cartilage from synovium. Tissue type and treatment groups are indicated by column headers, gene names are labeled to the right of their respective rows, L2FCs are labeled to the left of rows and are color−coded, and sample IDs are labeled below their respective columns. Z−scores were calculated independently for articular cartilage and synovium. Rows missing gene names represent novel Sus scrofa genes or those with other-species orthologues.

**Table 1:** RNA quality and sequencing characteristics. RNA quality and sequencing characteristics for all surgical samples combined (Pooled) and controls (CON) for articular cartilage (AC) samples and synovium (SM). Ideal 260/280 and 260/230 absorbance ratios are approximately 2.0. RNA integrity numbers (RIN) above 5 are acceptable for samples having undergone rRNA-depleted library prep.

	AC CON	AC Pooled	AC Pooled/CON	SM CON	SM Pooled	SM Pooled/CON
	Mean (Range)	Mean (Range)	*p*-value (95% CI)	Mean (Range)	Mean (Range)	*p*-value (95% CI)
Demographics						
Age (mo)	15 (13, 17)	15.3 (13, 18)	0.42 (−1.0, 1.0) ^a^	15 (13, 17)	15.3 (13, 18)	0.42 (−1.0, 1.0) ^a^
Weight (kg)	50.8 (40, 60)	51.9 (40, 60)	0.65 (−5.0, 2.0) ^a^	50.8 (40, 60)	51.9 (40, 60)	0.65 (−5.0, 2.0) ^a^
Sex (prop. female)	0.5	0.5	1 ^b^	0.5	0.5	1 ^b^
RNA quality						
Conc. (ng/µL)	17.2 (1.6, 33.8)	26.0 (7.5, 53.2)	0.05 (−16.7, 0.5) ^a^	112.9 (31.6, 377)	146.8 (14.1, 558)	0.31 (−86.1, 24.8) ^a^
260/280	1.7 (1.5, 1.9)	1.8 (1.6, 1.9)	0.03 (−0.2, −0.01) ^a^	2.0 (1.9, 2.1)	2.0 (1.8, 2.1)	0.95 (−0.02, 0.03) ^a^
260/230	1.2 (0.4, 1.8)	1.5 (1.6, 1.9)	0.17 (−0.5, 0.06) ^a^	1.9 (1.5, 2.2)	1.9 (0.6, 2.2)	0.57 (−0.2, 0.1) ^a^
RIN	6.1 (4.8, 7.3)	5.6 (4.3, 7.0)	0.06 (−5.2 × 10^−5^, 0.9) ^a^	6.2 (4.6, 7.3)	5.5 (2.8, 7.2)	0.03 (0.1, 1.4) ^a^
Uniquely mapped reads in millions	29.7 (25.3, 35.2)	31.0 (15.9, 46.6)	0.64 (−4.1, 2.3) ^a^	29.0 (19.8, 41.1)	28.7 (16.8, 42.2)	0.93 (−4.2, 4.3) ^a^
Uniquely mapped reads %	78.2 (69.0, 83.6)	78.4 (70.6, 86.2)	0.84 (−2.6, 2.6) ^a^	81.7 (78.8, 86.5)	77.2 (62.1, 84.5)	0.01 (0.6, 6.8) ^a^

^a^ *p*-value for Mann–Whitney test with confidence interval for difference in medians. ^b^ *p*-value for Fisher exact test.

**Table 2:** The number of differentially expressed transcripts for cartilage vs. synovium comparisons. The number of differentially expressed transcripts for cartilage vs. synovium comparisons within different treatment groups with different baselines subtracted out. Column labels indicate the treatment group being evaluated, and row labels indicate the baseline being adjusted for. Controls are indicated by “CON”, and pooled surgical groups are indicated by “POOLED”.

	ACLT	RECON	REPAIR	POOLED
CON	329	1210	330	1227
ACLT		97	64	
RECON			99	

**Table 3:** Upregulated biological process GO terms. Biological process GO terms that are upregulated in articular cartilage relative to synovium for each treatment group, adjusting for baseline control differences in tissue type. GO terms are ordered by adjusted *p*-value.

	Upregulated Biological Processes in Cartilage Relative to Synovium	Contributing Genes	Adj. *p*-Value
ACLT	defense response	*CD40LG/PTGFR/FCER1G/CTSC/C5AR1/CCR5/IL2RA/MS4A2/CHI3L1/NKG7/MYD88/GP91-PHOX/CFD/TRIM14/AIF1/IRF5/PIK3CG/TNFAIP8L2*	0.007
	inflammatory response	*CD40LG/PTGFR/CTSC/C5AR1/CCR5/IL2RA/MS4A2/CHI3L1/MYD88/GP91-PHOX/PIK3CG/TNFAIP8L2*	0.007
	chemotaxis	*GDF7/FCER1G/C5AR1/CCR5/LMX1A/PTAFR/AIF1/PIK3CG/VEGFD*	0.046
	taxis	*GDF7/FCER1G/C5AR1/CCR5/LMX1A/PTAFR/AIF1/PIK3CG/VEGFD*	0.046
RECON	system process	*MYMK/CTSC/HTR7/PTPRZ1/AQP3/PTGES/C5AR1/GNAT1/NPY1R/NOS3/P2RY2/TBX20/RGS2/LOC100738836/LUM/HTR1B/NCSTN/LMX1A/CCL2/CNTN5/RAMP2/SMTNL2/SHOX2/F11R/EDNRA/ADRA2A/MYOM1/DRAM2/ADRB2/SCARB1/LHFPL5*	0.023
	vascular process in circulatory system	*HTR7/NOS3/P2RY2/RGS2/HTR1B/RAMP2/SMTNL2/EDNRA/ADRA2A/ADRB2*	0.023
	immune response	*IL7/TNF/CD40LG/CTSC/TNFSF9/FCER1G/BPI/MYD88/TRIM14/CCR5/C5AR1/PTK2B/CYBA/MS4A2/TNFSF15/CCL3L1/C1S/CCL2/IFNAR1/CTSH/GP91-PHOX/SLA-DQB1/SCAP/SCIMP/SLA-DMB/CFD/CCL14/SAMHD1/CD14/POLR3D/MX1/C2/CD74*	0.023
	regulation of tube size	*HTR7/NOS3/P2RY2/RGS2/HTR1B/SMTNL2/EDNRA/ADRA2A/ADRB2*	0.023
	regulation of tube diameter	*HTR7/NOS3/P2RY2/RGS2/HTR1B/SMTNL2/EDNRA/ADRA2A/ADRB2*	0.023
	blood vessel diameter maintenance	*HTR7/NOS3/P2RY2/RGS2/HTR1B/SMTNL2/EDNRA/ADRA2A/ADRB2*	0.023
	defense response	*CD40LG/CHI3L1/CTSC/PTGFR/FCER1G/BPI/MYD88/TNFRSF1A/TRIM14/PIK3CG/CCR5/PTGES/C5AR1/PTK2B/CYBA/IL2RA/MS4A2/NR1H3/C1S/CCL2/IFNAR1/GP91-PHOX/IRF5/APOD/CFD/SAMHD1/CD14/POLR3D/LAPTM5/MX1/C2/CD74*	0.023
	positive regulation of molecular function	*TNF/CD40LG/CHI3L1/TRIM14/PTK2B/SLC5A3/EGF/ARRDC4/NOS3/NLRP3/TNFSF15/ARHGAP45/ADAP2/NCSTN/CCL2/VEGFA/CTSH/EBF2/FAM162A/LAPTM5/RGS1/CAMK2A/ADRA2A/ADRB2/SCARB1/ACVR1C*	0.023
	positive regulation of angiogenesis	*CHI3L1/VEGFD/NRP1/C5AR1/PTK2B/VEGFA/CTSH/RAMP2*	0.023
	positive regulation of vasculature development	*CHI3L1/VEGFD/NRP1/C5AR1/PTK2B/VEGFA/CTSH/RAMP2*	0.023
	cellular response to vascular endothelial growth factor stimulus	*VEGFD/NRP1/DLL4/VEGFA/RAMP2*	0.023
	response to biotic stimulus	*PTGFR/VEGFD/FCER1G/BPI/MYD88/TRIM14/C5AR1/PTK2B/CYBA/NOS3/C1S/CCL2/IFNAR1/GP91-PHOX/IRF5/THRSP/SCIMP/SLC11A1/CFD/SAMHD1/CD14/POLR3D/LAPTM5/RGS1/MX1/C2/SCARB1/SRPX*	0.023
	receptor-mediated endocytosis	*FCER1G/APLN/MSR1/VEGFA/RAMP2/CBL/MRC1/ITGB2/ADRB2*	0.032
	response to bacterium	*PTGFR/VEGFD/FCER1G/BPI/MYD88/C5AR1/NOS3/CCL2/IFNAR1/THRSP/SCIMP/SLC11A1/CFD/RGS1/SCARB1*	0.032
	sprouting angiogenesis	*VEGFD/NRP1/DLL4/PTK2B/VEGFA/RAMP2/ESM1*	0.034
	blood circulation	*HTR7/NPY1R/NOS3/P2RY2/TBX20/RGS2/HTR1B/RAMP2/SMTNL2/SHOX2/EDNRA/ADRA2A/ADRB2*	0.040
	positive regulation of signal transduction	*TNF/CHI3L1/CTSC/HHEX/IL10RA/MYD88/NRP1/S100A4/DLL4/C5AR1/PTK2B/TBX20/RASGRP4/LOC100738836/CCL2/VEGFA/CTSH/SHOX2/SCIMP/CBL/NR3C2/ESM1/ADRA2A/ADRB2/CD74/SRPX*	0.042
	positive regulation of catalytic activity	*CHI3L1/PTK2B/SLC5A3/ARRDC4/NOS3/NLRP3/TNFSF15/ARHGAP45/ADAP2/NCSTN/CCL2/VEGFA/CTSH/FAM162A/LAPTM5/RGS1/ADRA2A/ADRB2/SCARB1/ACVR1C*	0.042
	regulation of cell migration	*VEGFD/PHACTR1/NRP1/RAP2B/DLL4/C5AR1/PTK2B/ARHGDIB/LOC100738836/CCL2/VEGFA/CTSH/APOD/CAMK2A/ADRA2A/TMSB4X/ACVR1C*	0.042
	response to other organism	*PTGFR/VEGFD/FCER1G/BPI/MYD88/TRIM14/C5AR1/PTK2B/CYBA/NOS3/C1S/CCL2/IFNAR1/GP91-PHOX/IRF5/THRSP/SCIMP/SLC11A1/CFD/SAMHD1/CD14/POLR3D/RGS1/MX1/C2/SCARB1*	0.042
	vascular endothelial growth factor receptor signaling pathway	*VEGFD/NRP1/PTK2B/VEGFA*	0.042
	response to external biotic stimulus	*PTGFR/VEGFD/FCER1G/BPI/MYD88/TRIM14/C5AR1/PTK2B/CYBA/NOS3/C1S/CCL2/IFNAR1/GP91-PHOX/IRF5/THRSP/SCIMP/SLC11A1/CFD/SAMHD1/CD14/POLR3D/RGS1/MX1/C2/SCARB1*	0.042
	actin cytoskeleton reorganization	*PHACTR1/NRP1/RAP2B/ESAM/PTK2B/ARHGDIB*	0.043
	inflammatory response	*CD40LG/CHI3L1/CTSC/PTGFR/MYD88/TNFRSF1A/PIK3CG/CCR5/PTGES/C5AR1/IL2RA/MS4A2/NR1H3/CCL2/GP91-PHOX/APOD/CD14/CD74*	0.044
	circulatory system process	*HTR7/NPY1R/NOS3/P2RY2/TBX20/RGS2/HTR1B/RAMP2/SMTNL2/SHOX2/EDNRA/ADRA2A/ADRB2*	0.044
	biological process involved in interspecies interaction between organisms	*PTGFR/VEGFD/FCER1G/BPI/MYD88/NRP1/TRIM14/C5AR1/PTK2B/CYBA/NOS3/C1S/CCL2/IFNAR1/GP91-PHOX/IRF5/THRSP/SCIMP/SLC11A1/CFD/SAMHD1/CD14/POLR3D/RGS1/MX1/C2/SCARB1*	0.044
	positive regulation of cell communication	*TNF/CHI3L1/CTSC/HHEX/IL10RA/MYD88/NRP1/S100A4/DLL4/C5AR1/PTK2B/TBX20/RASGRP4/LOC100738836/NCSTN/CCL2/VEGFA/CTSH/SHOX2/SCIMP/CBL/NR3C2/ESM1/ADRA2A/ADRB2/CD74/SRPX*	0.049
	positive regulation of peptidase activity	*NLRP3/TNFSF15/NCSTN/CTSH/FAM162A/LAPTM5/ACVR1C*	0.049
REPAIR			

**Table 4:** Upregulated molecular function GO terms. Molecular function GO terms that are upregulated in articular cartilage relative to synovium for each treatment group, adjusting for baseline control differences in tissue type. GO terms are ordered by adjusted *p*-value.

	Upregulated Molecular Functions in Cartilage Relative to Synovium	Contributing Genes	Adj. *p*-Value
ACLT			
RECON	signaling receptor activity	*NPY5R/PTGFR/EFEMP1/FCER1G/HTR7/IL10RA/TNFRSF1A/PRTG/NRP1/PECAM1/CCR5/C5AR1/NPY1R/IL2RA/P2RY2/NR1H3/NR5A2/LOC100737531/PTGDR2/HTR1B/IFNAR1/CTSH/GPR34/NOTCH4/RAMP2/FZD4/P2RY6/RORC/MRC1/P2RY12/ITGB2/CNTFR/EDNRA/ADRA2A/ADRB2/SCARB1/ACVR1C/PTAFR*	0.001
	molecular transducer activity	*NPY5R/PTGFR/EFEMP1/FCER1G/HTR7/IL10RA/TNFRSF1A/PRTG/NRP1/PECAM1/CCR5/C5AR1/NPY1R/IL2RA/P2RY2/NR1H3/NR5A2/LOC100737531/PTGDR2/HTR1B/IFNAR1/CTSH/GPR34/NOTCH4/RAMP2/FZD4/P2RY6/RORC/MRC1/P2RY12/ITGB2/CNTFR/EDNRA/ADRA2A/ADRB2/SCARB1/ACVR1C/PTAFR*	0.001
	enzyme activator activity	*CD40LG/CTSC/PCOLCE/NRP1/GIT2/IGFBP3/SMAP2/NCF2/RGS2/ARHGAP45/ADAP2/CTSH/ARHGAP25/RGS1/NCF4/FGL2*	0.001
	transmembrane signaling receptor activity	*NPY5R/PTGFR/EFEMP1/FCER1G/HTR7/IL10RA/TNFRSF1A/NRP1/PECAM1/CCR5/C5AR1/NPY1R/IL2RA/P2RY2/LOC100737531/PTGDR2/HTR1B/IFNAR1/CTSH/GPR34/RAMP2/FZD4/P2RY6/P2RY12/CNTFR/EDNRA/ADRA2A/ADRB2/ACVR1C/PTAFR*	0.010
	GTPase activator activity	*NRP1/GIT2/SMAP2/RGS2/ARHGAP45/ADAP2/ARHGAP25/RGS1*	0.032
	purinergic nucleotide receptor activity	*P2RY2/GPR34/P2RY6/P2RY12*	0.032
	nucleotide receptor activity	*P2RY2/GPR34/P2RY6/P2RY12*	0.032
	immune receptor activity	*FCER1G/IL10RA/CCR5/C5AR1/IL2RA/IFNAR1/CTSH/CNTFR*	0.034
	carbohydrate transmembrane transporter activity	*AQP3/SLC5A3/TMEM144/AQP9*	0.046
	peptidase activator activity	*CTSC/PCOLCE/CTSH/FGL2*	0.046
REPAIR	transmembrane signaling receptor activity	*HTR7/EFEMP1/GABRE/FCER1G/PTGFR/P2RY6/C5AR1/PTAFR/CCR5/IL2RA/CD300C*	0.034
	signaling receptor activity	*PRTG/HTR7/EFEMP1/GABRE/FCER1G/PTGFR/P2RY6/C5AR1/PTAFR/CCR5/IL2RA/CD300C*	0.034
	molecular transducer activity	*PRTG/HTR7/EFEMP1/GABRE/FCER1G/PTGFR/P2RY6/C5AR1/PTAFR/CCR5/IL2RA/CD300C*	0.034
	cytokine receptor binding	*IL7/TNF/CD40LG/CCL3L1/VEGFA/VEGFD*	0.034
	immune receptor activity	*FCER1G/C5AR1/CCR5/IL2RA*	0.034
	cytokine activity	*IL7/GDF7/TNF/CD40LG/CCL3L1/VEGFA*	0.034
	receptor ligand activity	*IL7/GDF7/TNF/CD40LG/CCL3L1/VEGFA/APLN/VEGFD*	0.034
	signaling receptor activator activity	*IL7/GDF7/TNF/CD40LG/CCL3L1/VEGFA/APLN/VEGFD*	0.034
	signaling receptor regulator activity	*IL7/GDF7/TNF/CD40LG/CCL3L1/VEGFA/APLN/VEGFD*	0.037

## Data Availability

The data presented in this study are openly available through the appendices mentioned in the main text. RNA sequencing fastq files, Salmon files, and metadata used for analysis are available through NCBI’s GEO database with the accession number GSE228848.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/bioengineering10050527/s1. Supplement S1: Detailed Animal Procedures. Supplement S2: MultiQC Reports. Supplement S3: Demographics and RNA statistics. Supplement S4: PCA Outliers. Refs. [56,57,58,59,60] can be found in the supplementary materials.

# Supplementary material for: Responding to ACL Injury and its Treatments: Comparative Gene Expression between Articular Cartilage and Synovium
**Source:** Bioengineering (Basel). 2023 Apr 26;10(5):527. doi: 10.3390/bioengineering10050527

**Appendix S1:** Detailed Animal Procedures

**Animal model**

The adolescent Yucatan minipig model was selected for this study as it exhibits various features of human knee joints [56]. The Yucatan minipig has been shown to develop macroscopic cartilage lesions consistent with posttraumatic osteoarthritis (PTOA) within one year following ACL transection [12]. The cartilage damage typically develops in the medial compartment with more pronounced damage at areas adjacent to the tibial spine, consistent with the damage observed in human patients following ACL reconstruction surgery [12,57]. Furthermore, the Yucatan minipig model has also been shown to develop other non-cartilaginous features of PTOA, such as an early synovitis along with accompanying changes in protein markers of extracellular matrix breakdown [58]. The genetic and pharmacokinetic similarities between the porcine model and humans further support the use of the Yucatan minipig ACL transection model to study PTOA [59-60].

**Housing and husbandry**

Following delivery to the animal care facility, all animals underwent a minimum of a 7-day quarantine and stabilization period. The pigs were housed in single cages (a minimum of 22.5 ft^2^) with wood chips over the concrete floor. All pigs were housed in pens that were adjacent to pens housing other pigs. Pigs were allowed to ambulate at all times. Animals were fed at several scheduled times per day. However, food was withheld a minimum of 12 hours before surgery and before euthanasia. No animals were excluded from the study and no modifications to the approved protocol were necessary over the course of the study. The animals were not used in any previous study and were considered healthy via veterinarian examination upon arrival and the joints determined to be normal via intra-operative assessment.

**Anesthesia**

Anesthesia was induced using Telazol (4 mg/Kg) and Xylazine (2 mg/kg) followed by Propofol (3-7 mg/kg) and then maintained with Isoflurane (1-3 MAC) following intubation. Eyes were protected using an eye lubricant. Both limbs were shaved and scrubbed with Chlorhexidine and 70% alcohol until visibly clean, followed by a ten-minute evaporation period. Hoofs were covered with unsterile gloves. Animals were then transferred into the adjacent operating room, placed supine on a heating mat, and secured on the operation table. Animal health and anesthesia depth were maintained by monitoring respiratory rate, oxygen saturation, electrocardiogram, blood pressure, and body temperature. The surgical limb and ipsilateral lower body were then scrubbed three times using Betadine. Hoofs were covered with a sterile glove and secured using a sterile elastic wrap. One layer of sterile towels was placed around the surgical area, followed by a layer of sterile drapes, leaving only the surgical limb exposed during the procedure.

Prior to euthanasia, anesthesia was induced and maintained similar to that used for the surgical procedures. Animals were euthanized during deep anesthesia using an intravenous injection of a solution containing pentobarbital sodium and phenytoin sodium (Beuthanasia-D, 0.1ml/kg). Death was confirmed by a veterinarian technician by the absence of blood pressure and heart sounds prior to obtaining the tissue samples.

**Analgesia and Peri-operative care**

| **Drug** | **Dose** | | **Route** | **Frequency of application**  **(times/day)** | **Duration**  **(days)** |
| --- | --- | --- | --- | --- | --- |
|  | **mg/kg** | **ml** |  |  |  |
| Buprenorphine | 0.01 |  | Intramuscular | Once, pre-op | 1 |
| Fentanyl Patch | 2ug/kg/hr |  | Transdermal | Once, pre-op | 3 |
| Ceftiofur | 5 |  | Intramuscular | Once, pre-op | 1 |
| 0.5% Bupivicaine + 2% Lidocaine |  | 1.0 | Subcutaneous around wound | Once, post-op | 1 |
| Ondansetron | 4 |  | Intramuscular or Intravenous | Once, post-op | 1 |
| Tylenol elixir | 10-15 |  | Orally | Every 6 hours | As needed |

**Surgical Procedures**

*ACL transection*

A medial arthrotomy was created and the fat-pad partially resected to expose the ACL. The ACL was cut between the proximal and middle thirds of the ligament. A Lachman test was performed to verify complete transection. The knee was then irrigated with 500 cc of normal saline. For those animals assigned to receive no treatment, the incision was then closed in layers, and the ligament was allowed to heal naturally [12].

*ACL reconstruction*

Following ACL transection in the animals assigned to the ACL reconstruction group, fresh-frozen BPTB allografts, which were harvested from age, weight, and gender matched donors, were implnated as previously described [12]. The entire patellar tendon (~10 mm in width) was used for the soft tissue portion of the graft while the bone plugs were trimmed to 7 mm diameter. Femoral graft fixation was achieved with a 6x20 mm bio-absorbable interference screw (Biosure; Smith & Nephew, Andover, MA). The graft was manually pre-conditioned in tension twenty times and firmly tensioned with the knee in maximal extension (~30^o^ for the pig). The distal block was secured in the tibia using a second 6 mm interference screw backed up with an extracortical tibial button. All incisions were closed in layers.

*Bridge-enhanced ACL repair*

For the animals assigned to the bio-enhanced ACL repair group, the repair was performed following ACL transection as previously described [12]. In brief, an Endobutton carrying three looped sutures was passed thru a 4 mm femoral tunnel and flipped. Two of the sutures were threaded through the scaffold, into a predrilled tibial tunnel and fixed extracortically using a button with the knee in maximum extension. The remaining suture was tied to a Kessler suture of #1 Vicryl (Ethicon, Somerville, NJ), which had been placed in the tibial stump of the ACL. Three cubic centimeters of autologous blood were used to saturate and activate the scaffold. The scaffold-blood composite was allowed to set for a minimum of 10 minutes before completion. All incisions were closed in layers.

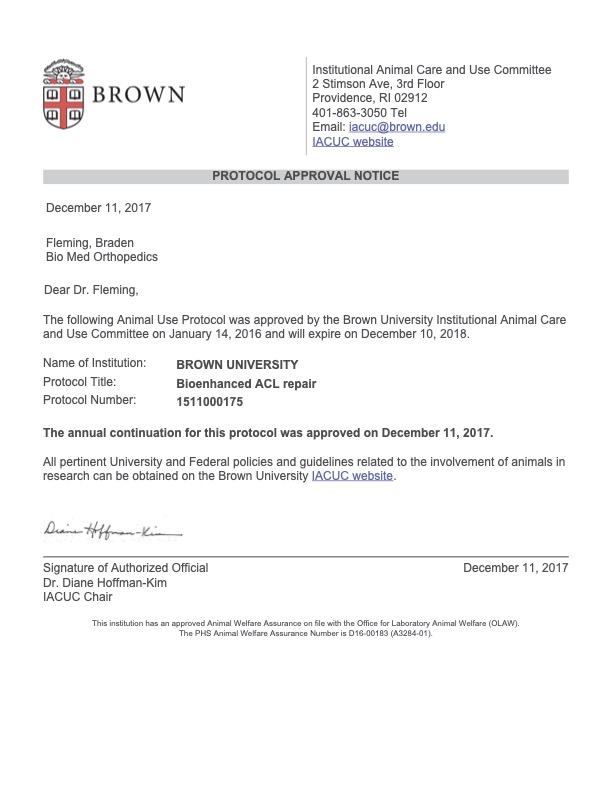

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

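Articular cartilage and synovium of Yucatan minipig knees were compared by RNA sequencing 52 weeks after surgery, in 4 treatment groups (CON, ACLT, RECON and REPAIR) and 2 tissues. All 96 libraries were mapped to a group and a replicate number from the sample labels, and 94 of them to the entries of the study's Supplement S3. Knee ACLT 12 is not in that list or in the columns of Fig. 8, so its 2 libraries were left out of the tests and added in an alternative.

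The authors made the expected counts by quantifying the reads of each library with Salmon against transcripts of Sscrofa11.1, and the estimated counts of 46295 Ensembl transcripts were deposited by the authors without normalization between libraries, beside effective lengths and TPM values. The TPM values were not used. The authors' counts were rounded to whole numbers. The planned design had summed counts per gene. The name table given pairs 15623 gene identifiers with symbols, but no table at hand pairs the transcript identifiers with genes, and the reference annotation given names no Ensembl transcripts. The tests were therefore run per transcript, which is also the unit that the legend of Table 2 names, and results that need gene names (the named genes, the gene lists and the cell type markers) were not analysed here. Salmon divides reads between similar transcripts, so transcripts of the same gene or of paralogs share this uncertainty, and no measure of it was used here.

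Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM scaling, glmQLFit and glmQLFTest with default settings). The transcripts tested had a non-zero count in at least 2 of the 94 libraries, which is how the study's rule was applied here. Among only the libraries compared, the fewest with a non-zero count was 1 for REPAIR against RECON in cartilage and in synovium. The fit held 8 groups of tissue and treatment without covariates. An interaction is the difference from the baseline group in cartilage minus that in synovium. The pooled comparison averages the coefficients of the 3 treatments. An adjusted p-value under 0.05 (Benjamini-Hochberg) was the threshold. The rule set before the data were examined for the items named in the text rested on gene names, so the transcripts named were chosen by another rule after their values were seen: the smallest adjusted p-value in each direction for the pooled interaction. The minimum mean CPM was added to this rule after a first list had held a transcript with almost no counts in a group.

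The procedure was tested on simulated data, with counts drawn for the real transcripts from the real means, dispersions and library sizes and 200 transcripts changed in treated cartilage. For the pooled interaction, 165 of the 200 changed transcripts were recovered among 40481 tested, and 328 unchanged transcripts were called. With filterByExpr, 162 of 199 changed transcripts were recovered among 29143 tested, and 39 unchanged transcripts were called. Both settings called unchanged transcripts more often than the threshold allows, the main setting by far more, and the number of transcripts past the threshold in each comparison is given with filterByExpr as well. The split of the interaction transcripts by tissue and the fits that left out single knees were not repeated with it.

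The alternatives were DESeq2 size factors in edgeR, filterByExpr with a minimum count of 10, DESeq2 1.42.0, DESeq2 or edgeR with 2 RUVr factors computed from deviance residuals, all 96 libraries, the knee or the animal as a block, RIN as a covariate within each tissue, an offset for effective length, fits on only the groups compared, knees left out, and 1 group of all treated knees. A fit with limma 3.58.1 on the difference in log2 CPM between the tissues of each knee was added after the data were seen. The comparison of cartilage with synovium in CON knees was added then too. The paper states that RUVSeq was used, and its text does not name the variant or the number of factors. In the blocked interaction fits, the trended dispersion was taken from the fit without the block.

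Cartilage and synovium libraries with the same number come from the same knee according to Supplement S3, so the numbers pair the samples. Deviations from the group means correlated by 0.0362 on average over the 47 knees, with a range from -0.0147 to 0.0990, against -0.00107 between different animals (p = 1e-04 in a one-sided permutation test, the smallest the permutations could give). With the knee as a replicate block, 1928 transcripts passed for the pooled interaction.

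No 2 libraries of a group held identical values. The lowest chi-square per degree of freedom between 2 libraries of a group was 20.7, so no pair differed by as little as sampling noise. Total counts ran from 7483049 to 21937198 per library, with a median of 14652264 over the 94 libraries.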

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

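The tests of knee ACLT 12 were set apart by tissue, and the splits were repeated with filterByExpr only after results had been seen.

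The effect of surgery differed between cartilage and synovium by a test of the difference itself in 1636 transcripts for ACLT, 2960 for RECON, 817 for REPAIR and 2791 for the 3 treatments averaged. Random splits of the knees, with both tissues of a knee moved together, gave as many transcripts in 1 of 100 splits for each of these, the real split included. The splits kept the trended dispersion of the real fit, so it was not estimated again for each split. They also ignored that each CON knee came from an animal with a treated knee among the libraries. No interaction was fitted with the animal as a block. The highest counts of the other splits were 465, 543, 412 and 382 transcripts. With filterByExpr, the real splits gave 1105, 2418, 332 and 2552 transcripts, and the medians of the other splits were 6, 8, 5 and 10.

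In synovium 7075 transcripts differed from CON after surgery, and in cartilage 839. On simulated counts with no change in synovium, 743 transcripts passed there, and 7 with filterByExpr. As many as in the real data were reached in 1 of 100 splits for synovium and in 3 of 100 for cartilage, and the same numbers of splits matched the counts with filterByExpr. A larger spread between cartilage libraries is argued against, since the common dispersion within groups was 0.596 in cartilage and 0.690 in synovium. RNA integrity was lower in treated than in CON synovium (mean RIN 5.53 against 6.23, p = 0.0392 in a two-sided permutation test), but with RIN as a covariate 6753 transcripts passed the threshold in synovium, which argues against it as the whole cause. Mean total counts were 13683153 in treated and 12443058 in CON synovium (permutation p = 0.2468). The share of the 10 most abundant transcripts was 20.9% ± 3.64 (SD, n = 35) in treated and 18.1% ± 2.93 (SD, n = 12) in CON synovium (permutation p = 0.0203). The share differed, as the test of abundant transcripts predicted, and a difference in totals was not shown. Neither can be told apart from an effect of surgery as the cause of the larger count in synovium, because the same groups were compared and surgery itself can change the share. In cartilage the 10 most abundant transcripts took more of the counts, 32.9% ± 3.38 (SD, n = 12) in CON and 34.2% ± 4.49 (SD, n = 35) in treated libraries. Mean total counts there were 14997652 and 15493536. Whether the larger share lowered the count of transcripts in cartilage was not tested. Mean RIN in cartilage was 5.65 in treated and 6.08 in CON knees (permutation p = 0.0529). The transcripts that differed in synovium went both ways, with 3141 higher and 3934 lower. With DESeq2 size factors in place of TMM the synovium count was 7077. A change in the cell types of the synovium stays open and was not tested, since no transcript could be assigned to a marker gene.

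The libraries of knee ACLT 12, which are not in the study's list, lay 1.31 (cartilage) and 1.75 (synovium) from the mean of the other ACLT libraries of the tissue, as the root mean square difference in log2 CPM. The highest CON libraries lay 1.26 and 1.35 from the mean of the other CON libraries. In cartilage ACLT 6 lay slightly farther, at 1.33, while ACLT 12 had the largest score of the 48 cartilage libraries on component 2 (2.60 SD), so whether that library is unlike its group stays open. In synovium no other ACLT library lay farther than ACLT 12, so a library unlike its group stays open there, and its reason was not tested. No biological explanation was tested, as Supplement S3 holds no entry for this knee.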

How the results depend on the processing

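The alternatives were set before the data were examined, except the limma fit and those of the comparison of the tissues in CON knees. Counts of transcripts are compared with those of edgeR without a filter beyond the study's rule, and a count is called moved when it changed by more than 1.5 times. The cause was not tested unless stated.

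The interactions with CON as the baseline stayed above 0 in every fit run: from 665 to 3501 transcripts for ACLT, from 1462 to 4960 for RECON, from 177 to 2130 for REPAIR and from 1550 to 5169 for the pooled treatments. The direction of the majority was less stable than the counts. Among the alternatives with any transcript past the threshold, apart from fits that left out single knees, the majority lay on the other side in 5 of 12 for ACLT, 2 of 12 for RECON, 0 of 12 for REPAIR and 4 of 12 for pooled treatments against CON, and for the pooled treatments within tissues in 5 of 11 in cartilage and 4 of 11 in synovium. For REPAIR against RECON in cartilage it did so in 3 of 8. The comparison of the tissues in CON knees did not move in any of 13 fits (from 13581 to 17728). For the 2 named transcripts the interaction kept its direction and its side of the threshold in all 13 alternatives that differ from the main setting for the pooled interaction, with adjusted p-values up to 8.64e-05 and 1.29e-06.

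DESeq2 with 2 RUVr factors gave 3501 transcripts for ACLT against CON, 4960 for RECON against CON, 2130 for REPAIR against CON, 5169 pooled, 701 for RECON against ACLT, 713 for REPAIR against ACLT and 913 for REPAIR against RECON. It gave 1487 for pooled treatments against CON in cartilage and, for REPAIR against RECON, 1049 in cartilage and 753 in synovium. edgeR with 2 RUVr factors gave 3034 for ACLT against CON, 1606 for REPAIR against CON, 4318 pooled, and 180 in cartilage and 226 in synovium for REPAIR against RECON. DESeq2 without factors moved REPAIR against RECON to 181 for the interaction and to 259 in cartilage.

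With filterByExpr, fewer transcripts are tested and those with few counts are left out. It gave 332 transcripts for REPAIR against CON, 15 for RECON against ACLT, 14 for REPAIR against ACLT, 9 for REPAIR against RECON, 297 for pooled treatments against CON in cartilage (191 of them higher, a majority in the other direction from the 300 of 839), and 26 in cartilage and 25 in synovium for REPAIR against RECON. When only the groups compared entered the fit, fewer libraries shared the estimate of the spread, and 0 transcripts passed for RECON against ACLT, REPAIR against ACLT and REPAIR against RECON, and 0 in cartilage and 0 in synovium for REPAIR against RECON, with 2808, 3115, 3625, 3473 and 2815 at an unadjusted p-value under 0.05. Pooled treatments against CON in cartilage fell to 311. The offset for effective length moved REPAIR against RECON in cartilage to 20.

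With the knee as a replicate block, 747 transcripts passed for ACLT against CON, 1746 for RECON against CON and 214 for REPAIR against CON, and 0 for RECON against ACLT, REPAIR against ACLT and REPAIR against RECON (893, 1282 and 1734 at an unadjusted p-value under 0.05). These unadjusted numbers are lower than chance alone would give among 40873 transcripts, so the lack of calls there does not argue against a difference. The block changed no other interaction by more than 1.5 times. With RIN added to the block, the counts were 665, 1462, 177 and 1550 for ACLT, RECON, REPAIR and pooled treatments against CON, and 0, 1 and 0 for the comparisons between treatments (1049, 1604 and 2231 unadjusted). The limma fit on differences within each knee, chosen after the data were seen, gave 362 for REPAIR against CON and 0, 0 and 0 for the comparisons between treatments (1709, 2120 and 2604 unadjusted). With the animal as a replicate block, which uses only 24 of the knees, 1 transcript passed in cartilage and 1983 in synovium for pooled treatments against CON. RIN as a covariate alone gave 538 for REPAIR against CON, 180 for REPAIR against RECON, and 13 in cartilage and 324 in synovium for REPAIR against RECON.

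Across the 24 fits that each left out 1 RECON or REPAIR knee, REPAIR against RECON gave from 181 to 284 transcripts for the interaction, from 2 (without RECON 10) to 43 (without REPAIR 3) in cartilage and from 19 (without RECON 1) to 115 (without REPAIR 9) in synovium. Without REPAIR 7 the comparison of REPAIR with RECON gave 13 transcripts in cartilage and 30 in synovium, and no count against CON or ACLT moved. DESeq2 size factors, all 96 libraries and 1 group of all treated knees moved no count by more than 1.5 times. The comparison of gene sums with transcripts was not run, nor were the tests of immune genes, of cytokine and receptor families and of Wnt pathway genes with their alternatives, because no table at hand pairs transcripts with genes.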

Differences from the paper's values

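All counts here are of transcripts past an adjusted p-value of 0.05, set beside the paper's counts, which its text gives for genes and the legend of Table 2 for transcripts. For each interaction the present count differed from the paper's by more than 1.5 times: 1636 against the paper's 329 for ACLT with CON as the baseline, 2960 against the paper's 1210 for RECON, 817 against the paper's 330 for REPAIR, 2791 against the paper's 1227 for the pooled treatments, 283 against the paper's 97 for RECON with ACLT as the baseline, 220 against the paper's 64 for REPAIR with ACLT as the baseline, and 313 against the paper's 99 for REPAIR with RECON as the baseline.

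Of the alternatives set before the data were examined, the knee as a replicate block brought RECON against CON to 1746, and the block with RIN brought it to 1462. The block with RIN also brought the pooled count to 1550. filterByExpr brought REPAIR against CON to 332, and the limma fit added after the values were seen brought it to 362. No alternative that was run closed the gap for ACLT against CON, RECON against ACLT, REPAIR against ACLT or REPAIR against RECON. The paper counts about as many differences for ACLT as for REPAIR against CON, while ACLT had more transcripts here, 1636 against 817.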

Other observations

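The test of low counts, the splits with filterByExpr and the comparison of the tissues in CON knees were chosen after results had been seen.

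The 3 interactions between treatments were within the range of random splits of the same knees. As many transcripts were reached in 46 of 100 splits for RECON against ACLT (283 transcripts, median of the other splits 279), in 66 of 100 for REPAIR against ACLT (220 transcripts, median 244) and in 20 of 100 for REPAIR against RECON (313 transcripts, median 271). Within tissues, REPAIR against RECON was matched in 27 of 100 splits in cartilage and 14 of 100 in synovium, and with filterByExpr in 13 and 32. With filterByExpr, the counts of 15, 14 and 9 for the interactions were matched in 28, 46 and 48 of 100 splits. Of the calls, 76.3%, 75.0% and 76.4% were transcripts that filterByExpr removes, while it removes 25.5% of the transcripts tested. In DESeq2, which filters transcripts with low mean counts itself, the shares were 11.2%, 3.36% and 6.63% of 197, 149 and 181 calls. With RUVr factors they were 54.9%, 51.1% and 46.5% of 701, 713 and 913. Both fits used the same filter, so it does not explain the difference between them. Transcripts with counts in few libraries may therefore account for most of the edgeR calls. In DESeq2 without factors, 188 of the 197, 138 of the 149 and 164 of the 181 calls also had a compared group with at most 3 counts in every library. Simulated counts with no change gave 342, 367 and 480 calls for the same 3 comparisons, so calls of this kind arose without any change. Leaving out 1 knee lowered the REPAIR against RECON interaction to 181 at the lowest, and 4 of the 24 knees each lowered it by more than 1.5 times. A true difference between treatments too small for these tests stays open.

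The difference between cartilage and synovium in CON knees (17123 transcripts) was reached in 1 of 100 splits that exchanged the tissue labels within knees. The median of the other splits was 0 transcripts, and the highest gave 14336.

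The interactions of ACLT, RECON and REPAIR against CON share the CON libraries. Across 30447 transcripts, their log2 fold changes correlated at 0.606 (ACLT and RECON), 0.569 (ACLT and REPAIR) and 0.584 (RECON and REPAIR). Counts simulated with no change for all libraries, where the interactions likewise shared the simulated CON libraries, gave 0.466, 0.483 and 0.476. The simulated libraries were drawn independently, without the pairing of knees and animals. Transcripts are not independent replicates.

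For 17 of the 47 cartilage libraries, the best matching synovium library by deviation from the group means came from the same animal. With the most variable transcripts alone, this held for 4 of the 47. Whether single samples are mislabelled cannot be told apart from noise, because the mean correlation within knees was only 0.0362. No biological explanation was tested.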
